A study of Homo sapiens with 12 samples.

How the data were processed

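The series holds H3K27ac ChIP-seq of MDA-MB-231, a breast cancer cell line, on native (unfixed) chromatin. Per the labels' protocols, cells were infected with a control lentivirus or with lentivirus carrying an shRNA against CDK19 or CDK8 and were grown for 96 h. Chromatin was released by enzymatic digestion and lysis, H3K27ac was precipitated with an antibody, and libraries were made with a Nextera XT kit, per the labels' protocols. Each of the 3 groups (Control, CDK19KD, CDK8KD) had 3 libraries, assigned by the sample titles. The 3 Input samples were not analysed here, and no measurement of CDK8 or CDK19 levels was used here, so the knockdowns themselves were not checked.

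The authors deposited 1 peak list per library, so peaks were called on single libraries and not on pooled ones. The peak names in the files give MACS2 as the caller and the layout is that of its broad peaks, while the version, settings, control library, aligner and read depth are not stated. Each peak carries a fold enrichment, which is a linear ratio given by the authors' peak caller. It also carries the −log10 of a p-value and the −log10 of a q-value as deposited. A deposited score equals 10 times the −log10 q, rounded down, and was not used further. These values belong to the authors' calling of each library, and they served only to describe, rank and filter peaks within their own list. Since the depth is unknown, no interval from counts was computed, and a deeper or better enriched library can list peaks that another library misses. No count model was used, because peak lists hold no counts.

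The genome build is not stated. Names of alternate haplotype and unplaced sequences, and 97 peaks of chromosome 1 that end beyond the last gene of that chromosome in a GRCh38 gene table, point to hg19/GRCh37, and coordinates are given in that build, counted from 1. An annotation of that build was not used here. For that reason the planned share of peaks at promoters, the nearest genes of regions, and the planned look at the promoters of the kinase genes and of control genes were not analysed here.

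Peaks on chromosomes 1 to 22 and X were used. The number of peaks, the covered length and the median width were computed per list. Similarity of a pair of lists was the Jaccard index, the length covered by both lists over the length covered by either. Overlapping peaks of the 9 lists were merged into regions, and a library held a region if a peak overlapped it by at least 1 bp. A group-exclusive region was held by all 3 libraries of one group and by none of the 3 of the other. For windows of 10 kb, the share covered by the peaks of each library was computed, and windows with a mean share of at least 5% over the 9 libraries were tested.

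Group measures were tested with exact two-sided permutation tests over the 280 splits of 9 libraries into 3 groups of 3, in which the smallest p is 0.00357. Each pair of groups was tested over 10 splits of 6 libraries, in which the smallest p is 0.1, so no pair could pass 0.05. The similarity test was one-sided, because only a higher similarity within groups answers its question. Benjamini-Hochberg adjustment was over the 4 measures tested on 3 groups. Windows were tested with limma (lmFit and eBayes with a trend) on all 9 libraries together, with Benjamini-Hochberg adjusted p under 0.05. Counts of group-exclusive regions and of windows were set against the same counts in the other splits of the 6 libraries. The named regions are the 3 group-exclusive regions of each comparison and direction whose peaks had the highest mean percentile in their own lists by the deposited −log10 p. These choices were made before the data were examined, but how the splits for group-exclusive and shared regions would be read was written down only after their counts had been seen.

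Replicate numbers from the titles recur in each group. After group means were removed, the covered shares of windows of same-numbered libraries correlated at 0.138 to 0.611 (mean 0.407) in all 9 pairs, above the preset 0.1. The numbers were therefore treated as pairing the samples. With the 20000 strongest peaks of each list, 7 of the 9 same-numbered pairs exceeded a correlation of 0.1 and the lowest was 0.0748. The blocked tests permuted labels only within replicate numbers (36 arrangements, smallest p 0.0278), flipped signs within pairs (8 arrangements, smallest p 0.25) or added the number to the limma model.

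The alternatives were a −log10 q of at least 5, the 20000 strongest peaks of each list by −log10 p, all sequences, peaks of at least 500 bp, peaks joined or merged within 1000 bp, 50% of a region covered, a looser rule of at least 2 more libraries, the Jaccard index in regions, windows of 5 kb, no minimum share, shares scaled by total covered length, the replicate block, and leaving out each library. Lists of the 10000 and 40000 strongest peaks, equal lists with the block, and robust moderation were added after the data had been seen.

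The region step was tested on simulated lists with 14200 regions for 3 against 3 lists. All 200 planted group-exclusive regions were recovered with 0 others. Planted regions lay in all lists of a side and noise regions in a single list each. This therefore checks the code only, and gives no rate of missed or false regions. The window step was tested on 78055 simulated windows of the comparison of CDK19KD with Control, of which 200 had a known shift. Shifts set at 30%, 50% and 70% were called in 0%, 34.5% and 51.5% of the changed windows, all with the right sign. Shares were cut at an empty or a full window after the shift, so some windows moved by less than set. Noise was drawn independently for each library, unlike the correlated libraries of the same replicate number. Of the calls at 50% and 70%, 16.9% and 16.3% were windows that had not been changed, above the nominal 5%. Robust moderation brought these shares to 10.96% and 9.62%. In this simulation small shifts therefore went uncalled, and the adjusted p of limma was too lenient. No shift was planted in the other comparisons, so their rate of missed changes is unknown. Left unchanged in this simulation, CDK8KD against Control gave 1 call, with noise that was independent between libraries. Of the windows tested, 950 had the same share in all libraries of each group, so their spread rests on the moderation alone.

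Computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9. The Jaccard index was checked against bedtools 2.31.1 on simulated lists.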

Results

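H3K27ac, a histone mark of active promoters and enhancers, was mapped by native ChIP-seq in MDA-MB-231 breast cancer cells. Control cells were compared with cells carrying an shRNA against CDK19 or CDK8, related kinases of the Mediator kinase module, 96 h after infection, with 250000 to 500000 cells per ChIP. The comparisons ask how the acetylation map differs after knockdown of each kinase, and between both knockdowns. Each group had 3 libraries and each library its own list of broad peaks, called by the authors. The lists held 667017 peaks, of which 659281 lay on chromosomes 1 to 22 and X. No pair of lists was identical, and at most 4 peaks had the same coordinates in a pair of lists. Read depth is unknown, so values carry no counting error and rest on the spread between libraries.

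On these chromosomes the Control lists had 65579, 87530 and 84856 peaks (replicates 1, 2 and 3), the CDK19KD lists 65898, 74654 and 69807, and the CDK8KD lists 62669, 74761 and 73527. The strength of peaks also varied between libraries. The deposited −log10 q was at least 5 for 41.3% of the peaks of Control replicate 1 but for 17.1% of those of Control replicate 2. Among all libraries this share lay between 17.1% and 43.9%, and the median fold enrichment of a list between 2.46 and 2.97.

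**Figure D1:**
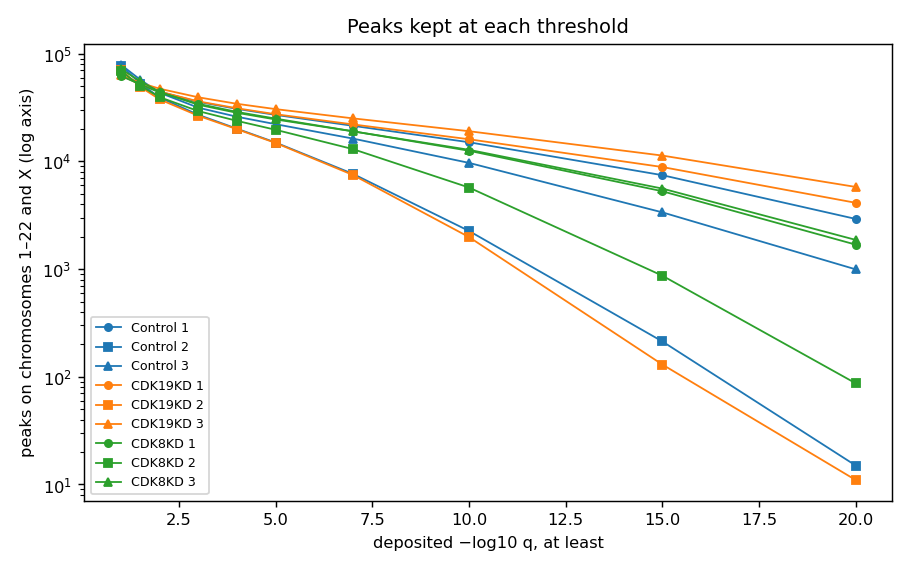
Number of peaks on chromosomes 1 to 22 and X (log axis) that reach each deposited −log10 q, one line per library, with colour for the group and marker for the replicate number. Control replicate 2 and CDK19KD replicate 2 fall fastest, to 15 and 11 peaks at a −log10 q of at least 20, while CDK19KD replicate 3 keeps 5798.

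The mean number of peaks was 79322 ± 11976 (SD, n = 3) in Control, 70120 ± 4386 (SD, n = 3) in CDK19KD and 70319 ± 6654 (SD, n = 3) in CDK8KD. Groups held 28.6% of the variance, and the 3 groups were not told apart (exact permutation p = 0.339, adjusted over the 4 measures 0.452). The log2 ratio to Control was −0.18 for CDK19KD (exact p = 0.4) and −0.17 for CDK8KD (exact p = 0.3), which had fewer peaks than Control in each replicate number (paired exact p = 0.25, the smallest possible). Between both knockdowns it was −0.0041 (exact p = 0.9). With a −log10 q of at least 5 both ratios to Control changed sign, to 0.18 and 0.11 (exact p = 0.6 and 0.7). One library decided the result for all peaks, since without Control replicate 1 the groups held 74.6% of the variance (exact permutation p = 0.0464).

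The covered length was 297 ± 29.7 Mb (SD, n = 3) in Control, 267 ± 4.89 Mb (SD, n = 3) in CDK19KD and 302 ± 14.2 Mb (SD, n = 3) in CDK8KD. The 3 groups were not told apart (49.1% of the variance, exact permutation p = 0.15, adjusted 0.3). CDK19KD lists covered less than CDK8KD lists in every pairing of libraries, with a log2 ratio of −0.18 at the smallest p that 6 libraries allow (exact p = 0.1). The log2 ratio to Control was −0.15 for CDK19KD (exact p = 0.3) and 0.024 for CDK8KD (exact p = 0.8). Without Control replicate 1 the groups held 87.3% of the variance (exact permutation p = 0.0179). With a −log10 q of at least 5 the CDK19KD lists (120 to 201 Mb) overlapped with the CDK8KD lists (173 to 218 Mb). The log2 ratio between them was then −0.22 (exact p = 0.5).

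The median width of a peak was 2259 ± 443 bp (SD, n = 3) in Control, 2507 ± 326 bp (SD, n = 3) in CDK19KD and 2640 ± 456 bp (SD, n = 3) in CDK8KD. Groups held 18.0% of the variance (exact permutation p = 0.536), while replicate numbers held 77.1% of it (exact permutation p = 0.0214). With permutation within replicate numbers the groups still did not pass 0.05 (exact p = 0.0556). Both knockdowns had wider peaks than Control in each replicate number, with a paired exact p of 0.25 for either, the smallest possible.

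Lists of equal length gave another picture. Among the 20000 strongest peaks of each list, the median width was 6350 ± 194 bp (SD, n = 3) in Control, 5925 ± 189 bp (SD, n = 3) in CDK19KD and 6770 ± 99.6 bp (SD, n = 3) in CDK8KD. Groups held 86.6% of this variance (exact permutation p = 0.00357, the smallest possible), also with permutation within replicate numbers (exact p = 0.0278, the smallest possible). Every CDK8KD library lay above every Control library, and every CDK19KD library below. These peaks covered 167 ± 9.40 Mb (SD, n = 3) in Control, 155 ± 5.64 Mb (SD, n = 3) in CDK19KD and 183 ± 9.12 Mb (SD, n = 3) in CDK8KD. Groups held 74.9% of the variance in covered length (exact permutation p = 0.0179), which did not pass 0.05 with permutation within replicate numbers (exact p = 0.0556).

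**Figure D2:**
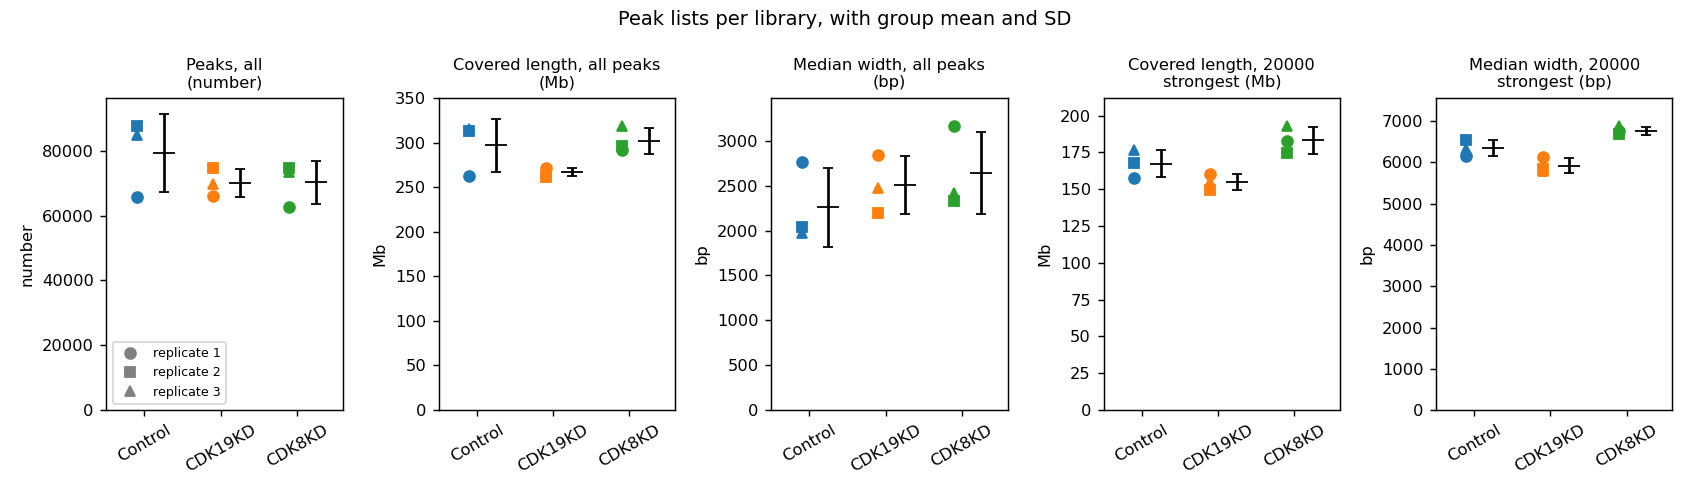
Peak number, covered length (Mb) and median peak width (bp) of each library for all peaks and for the 20000 strongest peaks of each list, with colour for the group, marker for the replicate number, and group mean and SD as bars (n = 3). For the 20000 strongest peaks the CDK8KD libraries have median widths of 6680 to 6877 bp, above the 5793 to 6141 bp of the CDK19KD libraries.

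Pairs of lists of the same group had a mean Jaccard index of 0.635 ± 0.0488 (SD over 9 pairs), and pairs of different groups 0.611 ± 0.0495 (SD over 27 pairs). The difference of 0.0238 did not pass 0.05 (exact permutation p = 0.0821, adjusted 0.3). With permutation within replicate numbers it was the largest of the 36 arrangements (exact p = 0.0278, the smallest possible). A −log10 q of at least 5 moved it down, to 0.00715 (exact permutation p = 0.336), and the 20000 strongest peaks moved it up, to 0.0361 (exact permutation p = 0.0214). Without Control replicate 1 it was 0.0503 (exact permutation p = 0.00357), and without Control replicate 3 it was 0.0353 (exact permutation p = 0.0179). No other fit that left out 1 library passed 0.05, and the lowest difference was 0.0123 without CDK8KD replicate 3 (exact permutation p = 0.2). The mean index within a group was 0.579 in Control, 0.666 in CDK19KD and 0.660 in CDK8KD. The pair of lists with the highest index, 0.726, was Control replicate 1 and CDK19KD replicate 1.

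**Figure D3:**
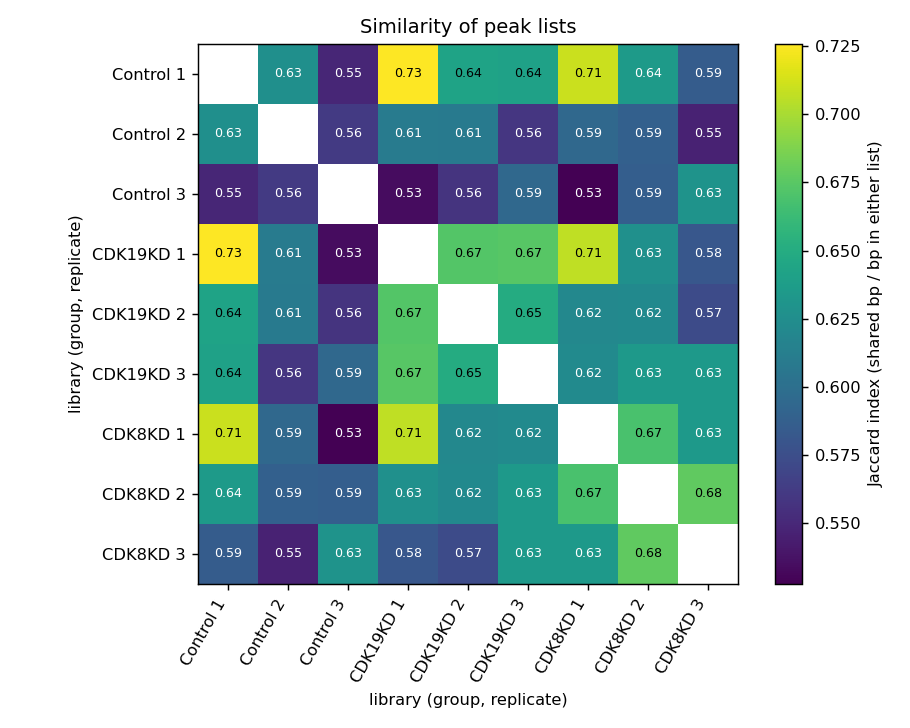
Jaccard index (length covered by both lists over length covered by either) of each pair of the 9 lists, by group and replicate number. Values run from 0.528 to 0.726, and lists of replicate 1 of different groups are among the most alike.

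Merging gave 120363 regions. All 9 libraries held 34047 of them (28.3%, together 375 Mb), and a single library held 46300 (38.5%). Control replicates 2 and 3 alone held 13090 and 12912 regions, while each other library alone held between 1515 and 4905.

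For CDK19KD against Control, 722 regions were held by all CDK19KD libraries and no Control library, and 506 by all Control libraries and no CDK19KD library. Together these were 17.6% of the 6982 regions held by 3 of the 6 libraries, where chance gives 10%. One of the 9 other splits of these libraries gave more, 2093 regions, with CDK19KD replicates 1 and 3 and Control replicate 1 on one side. The alternative that moved these counts most in number was the looser rule of at least 2 more libraries, which gave 3769 and 6267. A −log10 q of at least 5 gave the fewest, 92 and 29, in regions rebuilt from the stronger peaks. These are other regions than the 722 and 506, of which none (0) had 3 such peaks. Without Control replicate 1 the counts were 1397 and 4068.

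The strongest region held by CDK19KD and not Control lay on chromosome 2 from 9920141 to 9924668, 4528 bp wide, with −log10 p of 4.02, 7.21 and 12.7 in the 3 CDK19KD libraries. Its opposite lay on chromosome 3 from 141882919 to 141886170, 3252 bp wide, with −log10 p of 11.1, 7.08 and 3.18 in the 3 Control libraries.

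For CDK8KD against Control, 728 regions were held by all CDK8KD libraries and no Control library. The opposite held for 469 regions, and CDK19KD libraries could hold regions of either kind. Together these were 15.8% of the 7561 regions held by 3 of the 6 libraries, where chance gives 10%. Of the 9 other splits, 2 gave more, 2245 and 1482 regions. Without Control replicate 1 the counts were 1321 and 3802, and without CDK8KD replicate 1 the count for CDK8KD was 1802.

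The strongest region held by CDK8KD and not Control lay on chromosome 20 from 10045998 to 10047394, 1397 bp wide, with −log10 p of 4.47, 6.32 and 8.30 in the 3 CDK8KD libraries, and it was held by no other library. Its opposite lay on chromosome 1 from 152215857 to 152217643, 1787 bp wide, with −log10 p of 6.60, 4.10 and 4.18 in the 3 Control libraries.

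For CDK19KD against CDK8KD, 990 regions were held by all CDK19KD libraries and no CDK8KD library. The opposite held for 929 regions, and Control libraries could hold regions of either kind. Together these were 30.9% of the 6210 regions held by 3 of the 6 libraries, where chance gives 10%. None of the 9 other splits gave as many, and the largest of them gave 1039. Without CDK8KD replicate 1 the count for CDK8KD was 2793, and without CDK19KD replicate 2 that for CDK19KD was 1926.

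The strongest region held by CDK19KD and not CDK8KD lay on chromosome 2 from 72792597 to 72806632, 14036 bp wide. Its −log10 p was 8.81, 5.59 and 11.9 in the 3 CDK19KD libraries, and the 3 Control libraries held it too. The opposite region lay on chromosome 20 from 60009922 to 60013853, 3932 bp wide. Its −log10 p was 4.12, 5.61 and 11.2 in the 3 CDK8KD libraries, and the 3 Control libraries held it as well. The regions ranked 1 to 3 in the comparisons and directions made 18 entries for 16 distinct regions, since 2 regions were named in 2 comparisons each. Of the 18 entries, 0 were group-exclusive with a −log10 q of at least 5 or among the 20000 strongest peaks, and 10 were with 50% of the region covered. The genes at these regions were not analysed here.

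Both knockdowns together held 103 regions that no Control library held, and the Control libraries held 119 that no knockdown library held. Both comparisons use the same Control libraries, and unchanged groups against them gave a mean of 12.5 (6 to 19 in 100 simulations) and 36.5 (22 to 50). With each of the 84 trios of libraries in turn as the control, 8 and 15 trios gave as many, that of Control included. The median over the trios was 24.5 and 39.5, the former above the simulated range, so the simulation is a low reference for the first count. Without Control replicate 1 the counts were 304 and 2356.

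Of 112316 windows of 10 kb touched by a peak, 78055 were tested with limma. Covered share was higher in CDK19KD than in Control in 43 windows and lower in 18 (adjusted p under 0.05), where 7742 had an unadjusted p under 0.05. With the replicate number in the model 1 was higher and 1 lower. With shares scaled by total covered length 1 was higher and 0 were lower, where 8186 had an unadjusted p under 0.05. Leaving out Control replicate 1 gave 213 higher and 941 lower windows, and leaving out CDK19KD replicate 1 gave 8 higher and 18 lower. On simulated windows of this comparison the share of false calls was above the nominal 5%. At a shift set at 50% of the window, 16.9% of the calls lay in windows that had not been changed. No shift was planted in the other comparisons.

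Against Control, CDK8KD had a higher share in 492 windows and a lower share in 67. Scaling by total covered length changed this to 88 and 5. Without scaling and with the replicate number in the model the counts were 313 and 26. Of these, 237 windows in all were called with and without the replicate number. Without CDK8KD replicate 3 the counts were 13 and 3, without Control replicate 2 they were 34 and 1, and without Control replicate 1 they were 724 and 1285.

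In the direct comparison CDK19KD had a higher share than CDK8KD in 176 windows and a lower share in 609, and scaling by total covered length changed this to 125 and 203. With the replicate number in the model the counts were 141 and 560, of which 450 windows in all were called both ways. Without CDK8KD replicate 3 the counts were 12 and 39.

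**Figure D4:**
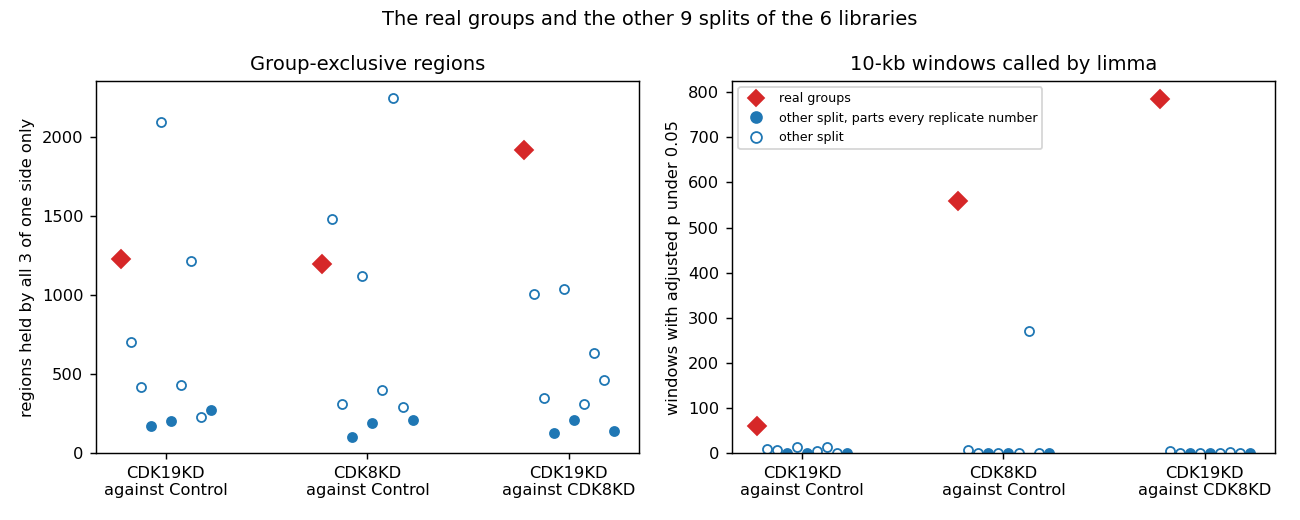
Number of group-exclusive regions (left) and of 10-kb windows called by limma (right) for the real groups (diamonds) and the other 9 splits of the 6 libraries (circles), filled where a split puts libraries with the same replicate number on opposite sides. Windows called are highest for the real groups in the 3 comparisons (61, 559 and 785), and group-exclusive regions only for CDK19KD against CDK8KD (1919).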

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

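The test of chromosome Y was chosen after the peaks there had been seen. The peaks below lay outside the chromosomes used in the comparisons, and Input libraries, which would give the level without precipitation, were not analysed here.

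Each list held peaks on chromosome Y, from 34 to 62 per library, with means of 40.3 ± 3.06 in Control, 41.3 ± 8.08 in CDK19KD and 55.3 ± 10.7 in CDK8KD (SD, n = 3). A difference between groups was not tested. Merging gave 88 regions, 70 of them in the first 3 Mb, and all 9 libraries held 22. Shifted by 50000 bp, 61 of the 88 overlapped a region of chromosome X, against at most 22 (median 11.5) at the other distances among the 41 tried. Reads shared with chromosome X are therefore a candidate explanation for most of these regions, while the regions without such an overlap stay open. No biological explanation was tested.

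Peaks on alternate haplotype sequences numbered from 662 to 824 per library, with means of 709 ± 31.1 in Control, 763 ± 88.1 in CDK19KD and 761 ± 27.2 in CDK8KD (SD, n = 3). On the 7 alternate sequences of chromosome 6, 76.5% of the 897 merged regions overlapped a chromosome 6 region at the best distance, against 25.5% at the median distance. The best distance was picked from many and differed between the sequences, from 13.5 to 40.9 Mb. Reads shared with the main chromosome and acetylation of a haplotype carried by the cells cannot be told apart from positions alone.

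Unplaced sequences had from 57 to 78 peaks per library, with means of 66.3 ± 2.08 in Control, 66.7 ± 9.50 in CDK19KD and 75.7 ± 2.08 in CDK8KD (SD, n = 3). No explanation of these peaks was tested, technical or biological.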

How the results depend on the processing

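The lists of the 10000 and 40000 strongest peaks, the equal lists with the replicate block, and robust moderation were chosen after the data had been seen. Over all results 467 alternative values were computed. For the 30 main results 252 kept their side of the threshold or moved little. Little means less than the spread or, for counts of windows and regions, within a fixed factor of the count reported. Of the others, 13 passed the threshold of 0.05 where the value reported had not, and 130 moved. None (0) that had passed a permutation test lost it. The sign changed in 20 of these values, in 5 by more than the spread between libraries and in 15 within it, none of them of a result that had passed a test. No permutation test of a pair of groups could pass 0.05. Since no permutation test of 3 groups had passed it with all peaks, none could be lost. Counts of windows had no such test, so calls that limma lost are among the values that moved. For CDK19KD against Control, 43 higher and 18 lower windows fell to 1 and 1 with the replicate block. They fell to 1 and 0 with scaled shares or robust moderation. Other settings raised them, such as the 20000 strongest peaks (197 and 192). The 252 include values that their setting could not change. Among these are peaks joined within 1000 bp, and the replicate block for counts of group-exclusive and shared regions. Of the values for named regions 28 stayed and 44 moved. The cause of a change was not tested, unless stated.

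With a −log10 q of at least 5, log2 ratios to Control changed sign for peak number, to 0.18 (CDK19KD) and 0.11 (CDK8KD). For covered length they moved to 0.0049 (CDK19KD, with a change of sign) and 0.22, and for the median width of CDK19KD to −0.16, also with a change of sign. Group-exclusive regions numbered 92 and 29 (CDK19KD and Control), 141 and 37 (CDK8KD and Control), and 126 and 123 (CDK19KD and CDK8KD). Shared regions numbered 18 held by both knockdowns and 3 held by Control. All of these were rebuilt from the stronger peaks. They are other regions than the group-exclusive ones of all peaks, of which none (0) had 3 such peaks. Windows moved to 66 higher in CDK19KD than in Control, 170 higher and 14 lower in CDK8KD than in Control, and 52 higher and 158 lower in CDK19KD than in CDK8KD. Fewer peaks and windows enter this setting.

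Equal lists of 20000 peaks passed the threshold for covered length (74.9% of the variance between groups), median width (86.6%) and similarity (0.0361). The log2 ratio of covered length between CDK19KD and CDK8KD moved to −0.24, and that of width between CDK19KD and Control changed sign, to −0.10. In regions rebuilt from these lists, group-exclusive regions numbered 220 and 251, 201 and 152, and 320 and 476, in the same order. Of shared regions, 28 were held by both knockdowns and 38 by Control. Windows rose to 197 higher and 192 lower in CDK19KD than in Control. Lists of 10000 peaks gave 72.9% for covered length and 75.2% for width (exact permutation p = 0.0179 and 0.0107). Lists of 40000 gave 73.9% for covered length (exact permutation p = 0.0107), while width, at 67.4%, had an exact permutation p of 0.05 and did not pass.

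With the replicate block the similarity of lists of the same group, 0.0238 above that of other lists, passed the threshold (exact p = 0.0278). Windows fell to 1 higher and 1 lower in CDK19KD than in Control, and to 313 higher and 26 lower in CDK8KD than in Control. Between both knockdowns the block gave 141 higher and 560 lower, but of its 701 windows only 450 were among the 785 called without it. In the tests of peak number, covered length and width with all peaks the block changed no call, and the lowest exact p for 3 groups was 0.0556, for width. For equal lists of 20000 peaks it kept width (86.6%, exact p = 0.0278) and similarity (0.0361, exact p = 0.0278) past the threshold. It did not keep covered length there (exact p = 0.0556 at 20000 and 40000 peaks, 0.0833 at 10000) or width at 10000 peaks (exact p = 0.0833). Windows of equal lists with the block were 143 higher and 145 lower in CDK19KD than in Control, and 316 higher in CDK8KD than in Control.

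Requiring 50% of a region to be covered raised the regions held by CDK8KD to 1571 against Control and 1712 against CDK19KD, and those held by both knockdowns to 214. Requiring at least 2 more libraries gave 3769 and 6267 for CDK19KD and Control, 4179 and 6056 for CDK8KD and Control, 4412 and 5310 for CDK19KD and CDK8KD, and 1019 and 3403 shared. This rule admits more regions by construction.

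Shares scaled by total covered length left 1 window higher and 0 lower in CDK19KD than in Control (8186 with an unadjusted p under 0.05), 88 higher and 5 lower in CDK8KD than in Control, and 203 lower in CDK19KD than in CDK8KD. Every window with a peak gave 69 higher in CDK19KD and 41 lower in CDK8KD than in Control. Windows of 5 kb gave 140 higher and 74 lower in CDK19KD than in Control and 288 higher in CDK19KD than in CDK8KD, with more windows tested. Robust moderation left 1 higher and 0 lower in CDK19KD than in Control (7447 with an unadjusted p under 0.05), 40 lower in CDK8KD than in Control, and 117 higher in CDK19KD than in CDK8KD. In simulated windows of CDK19KD against Control, 16.9% of the calls at a shift set at 50% were unchanged windows. With robust moderation this was 10.96%. In the same simulation 34.5% of the windows with that set shift were called, so true changes were missed too.

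In fits that each left out 1 library, the variance between groups ran from 10.7% to 74.6% for peak number, from 38.5% to 87.3% for covered length and from 7.19% to 44.8% for width, each highest without Control replicate 1. Similarity ran from 0.0123 (without CDK8KD replicate 3) to 0.0503 (without Control replicate 1). Regions held by CDK19KD and not Control ran from 981 to 1575 and those held by Control from 768 to 4068. For CDK8KD and Control they ran from 1031 to 1802 and from 762 to 3802, and for CDK19KD and CDK8KD from 1329 to 1926 and from 1223 to 2793. Shared regions ran from 124 to 304 and, held by Control, from 145 to 2356. Leaving out a library asks for fewer libraries, which raises these counts by construction. The highest counts of regions held by Control (4068, 3802 and 2356) came without Control replicate 1, but other counts were highest without another library: 1575 without CDK19KD replicate 2, and 1802 and 2793 without CDK8KD replicate 1.

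Windows higher in CDK19KD than in Control ran from 8 to 213 and lower from 11 to 941, higher in CDK8KD than in Control from 13 to 724 and lower from 1 to 1285, and higher in CDK19KD than in CDK8KD from 12 to 81 and lower from 39 to 483. Without CDK8KD replicate 3 the windows between both knockdowns were 12 and 39, and those higher in CDK8KD than in Control 13. Without Control replicate 2 the counts for CDK8KD and Control were 34 higher and 1 lower. Fewer libraries also lower the power of these fits. The direction of the majority held for CDK19KD against CDK8KD in each of these fits, and for CDK8KD against Control in those that kept Control replicate 1. For CDK19KD against Control it did not hold. More windows were lower than higher without CDK19KD replicate 1 (8 higher, 18 lower), replicate 2 (16 and 17) or replicate 3 (14 and 20), and without Control replicate 1 (213 and 941).

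Using all sequences moved no main result. Peaks of at least 500 bp were run for peak number and width, the Jaccard index in regions for similarity, and merging within 1000 bp for group-exclusive and shared regions, and none of them moved those results. Joining peaks of a list within 1000 bp changed no peak, because neighbouring peaks lay at least 1001 bp apart, so that setting tests nothing. The share of peaks at promoters, its wider promoter, and the preset genes were not run, because an annotation of the build of the lists was not used here. Unknown read depth limits every count of regions, since a peak missed in a shallow library reads as absence.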

Other observations

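The counts of group-exclusive regions in other splits were planned, but what they would show was written down after they had been seen, as for the trios of shared regions. Tests of chromosome density, of width against enrichment, of the place of Control in the widths, of weak peaks among the Control lists and among group-exclusive regions, and of the similarity of same-numbered lists were chosen after the results had been seen.

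Group-exclusive regions alone gave a weak separation. For CDK19KD against Control 2 of the 10 splits of the 6 libraries gave as many regions, for CDK8KD against Control 3 of 10, and for CDK19KD against CDK8KD 1 of 10, the real split included. With 10 splits the share is never under 0.1, so this cannot exclude chance. The replicate numbers pair the samples, and of the 4 splits that put each number on opposite sides, the real one gave the most in the 3 comparisons. The others gave at most 277, 211 and 209. Regions rebuilt from stronger peaks gave mixed results. With a −log10 q of at least 5 the real split gave 121, 178 and 249 regions, and 5, 5 and 4 of the 10 splits gave as many. With the 20000 strongest peaks it gave 471, 353 and 796, and 1, 2 and 1 of the 10 splits gave as many. The splits that gave more than the real one put libraries of the same replicate number together, such as CDK19KD replicate 1 with Control replicate 1.

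Windows called by limma were most numerous in the real split in the 3 comparisons, that is in 1 of the 10 splits each. The next gave 15 (CDK19KD against Control), 272 (CDK8KD against Control) and 5 (CDK19KD against CDK8KD), against 61, 559 and 785. By windows with an unadjusted p under 0.05, a mixed split gave more than the real one for CDK19KD against Control (8410 against 7742). The same held for CDK8KD against Control (14141 against 11447), but not for CDK19KD against CDK8KD (at most 6595 against 11387). With the 20000 strongest peaks mixed splits also gave more in both comparisons with Control (3643 against 3578, and 6482 against 4984). These mixed splits put the replicate 1 libraries together. Among the 20000 strongest peaks the real split did not give the most called windows for CDK8KD against Control. There the split with CDK8KD replicate 1 and Control replicates 1 and 2 on one side gave 642 windows against 502. It puts the replicate 1 libraries together. Of the 4 splits that put each number on opposite sides, the real one gave the most, 502 against 13, 27 and 14. The direct comparison of both knockdowns kept the widest margin over all splits of the 20000 strongest peaks, 844 against 94. With all 9 libraries CDK19KD against CDK8KD is the comparison in which the groups stood furthest apart, and 10 splits cannot exclude chance. The ranking may rest on Control replicate 1. Without it 724 windows were higher and 1285 lower in CDK8KD than in Control. For CDK19KD against Control they were 213 and 941.

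The regions shared by both knockdowns against Control do not single out the Control group. With each of the 84 trios of libraries in turn as the control, 13 gave as many shared regions as the 222 of the real Control trio, that one included. Of the 27 trios with 1 library of each replicate number, 3 gave as many. These 3 were the Control trio, the CDK19KD trio (426 regions) and the CDK8KD trio (417 regions), and no mixed trio reached them. So within this set each group was set apart from the other libraries, and Control less than either knockdown. The trio of replicate 1 libraries gave 572. Both shared counts, 103 and 119, lay above those of simulated unchanged groups (6 to 19 and 22 to 50). Since other trios gave as many, an effect shared by both knockdowns was neither shown nor excluded.

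In lists of equal length, the strongest peaks of CDK8KD were wider than those of CDK19KD. This separation did not hold for peaks with a −log10 q of at least 5, where median widths of 4891 to 6327.5 bp in CDK19KD overlapped with 6201 to 6718 bp in CDK8KD (log2 ratio −0.21, exact p = 0.3). The choice among 3 list lengths was argued against for this pair. Every CDK8KD library lay above every CDK19KD library at 3 of 3 lengths (10000, 20000 and 40000 peaks). The shorter lists lie within the longer ones, so they are not separate checks. With all peaks the pair overlapped, with 2198 to 2847 bp in CDK19KD and 2332 to 3163 bp in CDK8KD (log2 ratio −0.075, exact p = 0.7). The pattern was narrowed to this pair after the outcome had been seen. The place of Control changed with the length. Every Control library lay between both knockdowns at 1 of 3 lengths, 20000. At 10000 Control overlapped CDK8KD and at 40000 CDK19KD, and with all peaks Control had the lowest width in each replicate number. The test of 3 groups also depended on the length, with exact permutation p of 0.0107, 0.00357 and 0.05, and within replicate numbers of 0.0833, 0.0278 and 0.0833. For equal lists, a trend of width with the −log10 q of the 20000th peak was argued against as the whole cause. The lowest CDK8KD library was 539 bp above the highest CDK19KD library, although the groups overlapped in that −log10 q. Within groups, width and that −log10 q had a Pearson r of −0.198 (exact permutation p = 0.708 over 216 arrangements). Control replicate 2 and CDK19KD replicate 2 had nearly the same −log10 q there, 4.0 and 3.96, but widths of 6554 and 5840 bp. Other effects of enrichment, fragment length, extent of digestion and read depth stay open, since the lists do not hold them. A difference between both knockdowns in the spread of acetylation may be proposed only as a hypothesis beside these, without a direction against Control.

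The excess of peaks in Control lay among weak peaks. With a −log10 q under 5, Control had 57919 ± 17507 peaks, CDK19KD 45821 ± 12121 and CDK8KD 47256 ± 8825 (SD, n = 3). With at least 5, Control had 21403 ± 6076, CDK19KD 24299 ± 8340 and CDK8KD 23063 ± 2944 (SD, n = 3), a difference of −2278 between the mean of Control and that of the knockdown lists. Weak peaks of less enriched libraries are a candidate explanation of the excess. A biological cause of more weak peaks was not tested.

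Group-exclusive regions consisted of weak peaks. The 3 comparisons gave 4344 entries for 3279 distinct regions, since a region can be exclusive in more than 1 comparison. Of the entries 171 (3.94%) had any peak with a −log10 q of at least 5, and of the distinct regions 145 (4.42%). None (0) had 3 such peaks. Among regions held by all 6 libraries 60.1% to 62.5% had 3 or more. Those regions can draw on 6 libraries and had higher median percentiles (70.8 to 73.0), so this contrast does not test for closeness to the threshold. The low share of group-exclusive regions with any such peak is what many regions near the threshold of the caller could give. A test fixed earlier came out the other way. The median percentile of their peaks was above that of regions held by 3 of 6 libraries in a mixed pattern, by 3.34 (CDK19KD against Control), 1.92 (CDK8KD against Control) and 6.29 (CDK19KD against CDK8KD). Each had a permutation p of 0.0001, the smallest that 10000 draws give. The real split also had the highest median percentile of the 10 splits, 29.5, 28.9 and 29.6 against at most 27.6, 28.4 and 24.5. Mixed regions come from other sets of libraries, so threshold effects and true differences cannot be told apart here. A biological difference between the groups stays open.

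Group-exclusive regions were spread unevenly over the chromosomes, compared with regions held by exactly 3 of the 6 libraries. The permutation p was 0.0008 for CDK19KD and 0.0377 for Control in CDK19KD against Control, and the latter did not pass a Bonferroni correction over the 6 sets (0.226). It was 0.0001 for CDK8KD and 0.0003 for Control in CDK8KD against Control, and 0.0001 for CDK19KD and 0.0003 for CDK8KD in CDK19KD against CDK8KD, where 0.0001 is the smallest that 10000 draws give. They also lay next to each other more often than in random draws within chromosomes, 830 pairs against 526 summed over the 6 sets, which share some regions, a ratio of 1.58. Each of the 6 sets passed a Bonferroni correction. Both are what a copy number or clonal difference between groups could give. The excess was small, 7.77% to 13.3% of the regions of a set, and was spread over the genome, so local clustering of acetylation may explain it as well. Both cannot be told apart without read coverage. The density of regions held by all libraries followed the excess per chromosome in 0 of 6 sets (Spearman, adjusted permutation p under 0.05), where the lowest unadjusted permutation p was 0.0409. Pearson's r had an unadjusted p under 0.05 in 3 sets, each negative, −0.495 (held by Control and not CDK19KD), −0.463 (held by Control and not CDK8KD) and −0.549 (held by CDK19KD and not CDK8KD), with permutation p of 0.0163, 0.0314 and 0.00856 (adjusted 0.0488, 0.0627 and 0.0488). Without the 2 chromosomes of the most extreme density these weakened to −0.0331, −0.290 and −0.278, so the first rests on those chromosomes and the others only in part. Spearman's rho of the others was −0.371 and −0.433 (permutation p = 0.0830 and 0.0409, adjusted 0.249 and 0.245). An earlier form of this test used gene counts from a table of another build, in which some sets passed. It was replaced after that outcome, because the table does not belong to the build of the lists. With 23 chromosomes a weak relation would go unseen.

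Lists with the same replicate number were more alike than other lists, by a mean Jaccard index of 0.0396, larger than the 0.0238 for the same group. Permuted within groups this was the largest of 36 arrangements (exact permutation p = 0.0278, the smallest possible). With a −log10 q of at least 5 it was 0.0754, also the largest of these arrangements. Among the 20000 strongest peaks it was 0.0332, below the 0.0361 for the same group, with an exact permutation p within groups of 0.0278. This suggests that libraries of one number were handled together, for example in one experiment or sequencing run, which the labels do not state.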
